A study of Mus musculus with 6 samples. Its data were reported in "TIM3+ breast cancer cells license immune evasion during micrometastasis outbreak" (2025).

How the data were processed

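The data were single-cell RNA-seq libraries (10x Genomics 3' chemistry) of CD45+ immune cells sorted from liver pieces of mice that had received 4T07 cells, a mouse mammary tumour line, either control (Ctrl) or with a knockdown of Tim3 (Tim3-KD). There were 6 libraries: tumour-free adjacent tissue, micrometastasis and macrometastasis, each from Ctrl and from Tim3-KD. Each library was a pool of mice and was the only library of its group, so there were no replicates. No test between groups was made and no p-value is given.

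The authors trimmed the reads, mapped them with STAR to the mouse genome GRCm38, counted UMIs over exons and introns, and kept cells of over 1000 and under 500000 UMIs that also passed limits on genes and on mitochondrial reads. They removed doublets found with scrublet before the data were deposited. The values in the 3 deposited matrices, 1 per site, were scaled scores. Within each matrix every gene had a mean near 0 and an SD of 1, and the scores were capped at 10. Both libraries of a site were scaled together, and the 3 sites separately. The values also showed that 1 covariate per cell had been regressed out, a step the methods do not state. Each matrix held a part of the genes: 4486 for adjacent tissue, 2669 for micrometastasis and 2643 for macrometastasis, with 1642 in all 3. The authors describe a choice of variable genes, and the gene sets differed between sites.

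The comparisons had been designed for counts, so the scores were turned back into UMIs. Cells without a UMI of a gene lay on 1 exact line per gene against the regressed covariate, which was the total UMIs of the cell. The line gave each gene's mean, SD and slope, and with these the scores were inverted. Of the recovered values, 99.9996% in adjacent tissue, 99.9999% in micrometastasis and 99.997% in macrometastasis lay within 0.05 of a whole number. Values at the cap, 0.144%, 0.160% and 0.153% of the detected ones, were set to the smallest whole number that reaches it and are lower bounds. The inversion was tested on simulated data of 4486 genes in 2345 cells, made with the same model, and returned 100% of UMIs exactly. The totals cover all genes of a cell, including those outside the matrices, so expression levels (CPM) were taken over all genes. Among cells of lower totals, the recovered total was a whole number for 91.1% in adjacent tissue, 88.8% in micrometastasis and 98.9% in macrometastasis. By chance it would be 10%.

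Every barcode in the matrices, 23008 in all, passed the UMI limits. The limits on genes and on mitochondrial reads could not be recomputed from part of the genes. A doublet score was computed per library in the way of scrublet (2 simulated doublets per cell, an assumed rate of 10%, 30 components), on cells from which the authors had already removed doublets. No cell was left out on it in the main clustering. A score over 0.15 was found in 5.71% and 7.56% of adjacent tissue cells (Ctrl and Tim3-KD), in 2.45% and 6.01% of micrometastasis cells and in 2.02% and 2.65% of macrometastasis cells.

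All 6 libraries were clustered together on the genes shared by the 3 matrices: UMIs per 10000, log1p, scaling with a cap of 10, 30 principal components, 15 neighbours on Manhattan distance and Leiden clustering at resolution 1 (seed 1). This gave 25 clusters. The T and NK clusters were clustered again among themselves, which gave 13 T/NK clusters. Classes were named from lists of marker genes. A cluster took the class with the most markers among its 10 genes of highest fold over all other cells (10 CPM added to both sides, genes with a UMI in at least 25% of its cells), counting next the markers at least 2-fold higher. A cluster stayed unnamed if under 3 of its markers were detected in at least 25% of its cells and at least 2-fold higher. It also stayed unnamed if 2 classes tied with at least 1 marker each among the 10 genes. Cluster 17 tied in this way, with 1 hepatocyte and 1 monocyte marker. Clusters 9 and 14 had no marker among the 10 and were named by the markers at least 2-fold higher. A cluster was also left unnamed if its median UMI number was under that of its library divided by 3 with none of its markers among the 10. These thresholds were set after the first clustering had been seen. 24 of the 25 clusters were named. The rule takes the class with the most markers among the 10 genes. No other class could therefore have more, and this is no check of the names. Names are written as B-like and so on. They were rebuilt from the markers, so a class may hold other cells than the study's class of a similar name.

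The marker lists, the comparisons, the named genes and most alternatives were fixed before the data were examined. The named genes were 24 genes taken from the study's subject and text and, in micrometastasis, the 3 genes of highest and the 3 of lowest Tim3-KD over Ctrl ratio in each class with at least 100 cells in both libraries (at least 100 UMIs over both, 0.5 added to each sum; mitochondrial, ribosomal protein, haemoglobin, variable receptor genes, Xist and features that name several genes left out). Of the 24 genes, 17 were in at least 1 matrix and 11 in all 3. Il17a, Pdcd1, Lag3, Il2, Il21, Itgae and Cxcl2 as a gene of its own were not analysed here.

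Shares of cells carry exact Clopper-Pearson 95% intervals, and sums of UMIs carry exact Poisson 95% intervals. Ratios of CPM carry the exact conditional binomial interval. All of these cover counting error only, not differences between mice or libraries. Intervals of UMI sums and ratios take each UMI as independent. They leave out the spread between cells as well and may be too narrow. Whether a direction is called open rests on these intervals alone. A ratio against 0 UMIs was computed with a floor of 3 UMIs, and the upper limit of its exact interval is higher. Genes were compared only where a class had at least 20 cells in both libraries of a site. Shares of cells with a UMI were computed after each cell had been thinned to 1500 UMIs, which left out no cell. Gamma-delta T cells were also called one by one (at least 2 Trdc UMIs and 1 Cd3 UMI, with no Cd8b1, Cd4 or Cd79a UMI; the Tcrg-C genes were not used here). CD8 T cells were called by 1 Cd8a or Cd8b1 UMI and 1 Cd3 UMI without Trdc, and B cells by 2 UMIs of Cd79a, Cd79b and Ms4a1 without Cd3. The ratio step was tested on simulated counts of 1699 genes modelled on mature neutrophil-like cells of micrometastasis, with 200 genes changed. The direction was right for 200 of 200, and 96.0% of intervals covered the ratio used. The changes were large, and the counts were drawn from the Poisson model that the intervals assume. The test thus checks the computation only, not small ratios or spread between cells.

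The alternatives were another resolution (2), Euclidean distance, 20 components, cells other than neutrophils as the denominator, cells called one by one, the mean over cells of UMIs per 10000, scaling by the trimmed mean of M-values over the genes of a matrix (30% of ratios and 5% of levels trimmed on each side), another thinning depth and another UMI minimum. Leaving out cells by doublet score, cells under 3000 UMIs or features that name several genes, counting the unnamed cluster 17 as monocyte-like, leaving out cells under 3000 UMIs with the first classes kept, and comparing the mean deposited score were added after the data had been seen. Gene positions are from GENCODE vM21 on GRCm38, the assembly the authors used, in another annotation release. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, python-igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.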

Results

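CD45+ cells from liver with 4T07 metastasis were profiled by single-cell RNA-seq in 6 libraries, 1 for each combination of site (adjacent tissue, micrometastasis, macrometastasis) and tumour line (Ctrl, Tim3-KD). Adjacent tissue and micrometastasis were taken at day 3 and macrometastasis at day 12. There were no replicates. The numbers of cells were 1803 and 542 in adjacent tissue (Ctrl and Tim3-KD), 5106 and 5142 in micrometastasis and 4913 and 5502 in macrometastasis. The median UMIs per cell were 8964 and 10248 in adjacent tissue, 7531 and 9359.5 in micrometastasis and 6300 and 7342.5 in macrometastasis. The total UMIs ranged from 7086531 in adjacent tissue Tim3-KD to 79971786 in micrometastasis Tim3-KD. The matrices held 10.5% to 20.2% of these UMIs.

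The comparison of Tim3-KD with Ctrl asks how the immune cells around the metastasis differ when the tumour cells carry less TIM3. Havcr2, the gene of TIM3 (chromosome 11, 46454935 to 46481255, plus strand), was measured first in every library. The knockdown was in the tumour cells, which the CD45 sort leaves out, so Havcr2 does not check the labels here. Over all cells, Havcr2 was at 4.67 CPM in adjacent tissue Ctrl and 5.36 in Tim3-KD, a ratio of 1.15 (95% interval 0.781 to 1.65) that leaves its direction open. In micrometastasis it was at 15.6 CPM in Ctrl and 4.14 in Tim3-KD (ratio 0.265, 0.233 to 0.301). In macrometastasis it was at 12.7 and 8.42 CPM (ratio 0.664, 0.588 to 0.749). The mean over cells of UMIs per 10000 moved the micrometastasis difference most, from -1.92 to -0.94 on the log2 scale. The trimmed mean over the genes of the matrix lay at 0.60 in adjacent tissue, -0.44 in micrometastasis and -0.27 in macrometastasis on the log2 scale. Relative to it, the Havcr2 differences were -0.40, -1.48 and -0.32.

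The classes were compared as shares of the sorted CD45+ cells, so each share depends on all others and on the sort. In micrometastasis, neutrophil precursor-like cells made up 10.4% of Ctrl cells (9.61% to 11.3%) and 27.7% of Tim3-KD cells (26.5% to 29.0%). Without cells under 3000 UMIs, this difference of 17.3 points was 17.5 points in the same classes. It was 12.9 points after clustering anew, where a cluster led by Ly6g and Ltf, with 474 Ctrl and 921 Tim3-KD cells of micrometastasis from both neutrophil classes, stayed unnamed. Mature neutrophil-like cells were at 29.1% (27.9% to 30.4%) and 32.4% (31.1% to 33.7%), and the difference of 3.28 points reversed to -1.55 points in that clustering but was 2.34 points in the same classes. B-like cells were at 12.7% in Ctrl (11.8% to 13.7%) and 1.38% in Tim3-KD (1.08% to 1.74%). Monocyte-like cells were at 22.0% (20.8% to 23.1%) and 16.997% (15.98% to 18.1%). NK or ILC1-like cells were at 3.43% (2.95% to 3.96%) and 0.681% (0.475% to 0.945%). T-like cells were at 8.50% (7.75% to 9.30%) and 7.06% (6.37% to 7.79%), and dendritic cell-like cells at 2.76% (2.33% to 3.25%) and 1.83% (1.48% to 2.23%). Among cells other than neutrophils, the lower Tim3-KD shares of monocyte-like, T-like and dendritic cell-like cells were no longer lower, with differences of 6.26, 3.64 and 0.0141 points. Kupffer-like cells, at 5.37% and 4.96%, had overlapping intervals.

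**Figure D1:**
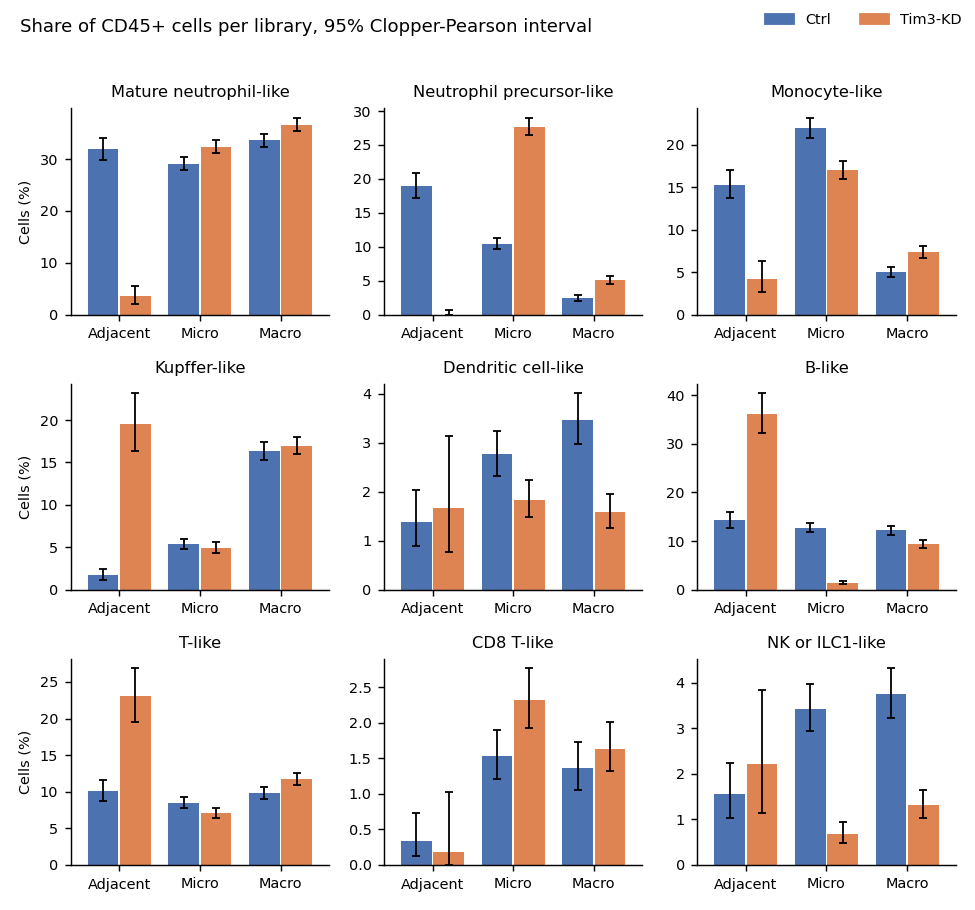
Bars give the percentage of CD45+ cells of each library in 9 classes, by site (x axis) and tumour line (colour), with 95% Clopper-Pearson intervals that cover counting error only. B-like cells were lower in Tim3-KD than in Ctrl in micrometastasis (1.38% and 12.7%) and higher in adjacent tissue (36.2% and 14.4%).

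Some classes were held by different clusters in the libraries compared. Mature neutrophil-like cells of micrometastasis lay in cluster 0 (68.6% of them in Ctrl, 45.0% in Tim3-KD) and cluster 5 (30.4% and 54.1%). In macrometastasis cluster 3 held 55.4% and 37.4%, cluster 9 held 35.8% and 21.8%, and cluster 0 held 7.57% and 36.3%. Cluster 0 had the inflammatory or interferon genes Acod1 and Isg15 among its leading genes, and cluster 9 had Saa3 and Csf1 with no mature neutrophil marker among its 10 leading genes. Clusters 3 and 9 together came to 98.7% from macrometastasis and may stand for those libraries and not for a cell type. Monocyte-like cells of micrometastasis lay in cluster 4 (54.7% in Ctrl, 51.1% in Tim3-KD), cluster 14 (36.3% and 5.38%) and cluster 10 (8.73% and 43.4%). Of precursor-like cells, cluster 8 held most in micrometastasis Ctrl (46.2%) and cluster 7 in Tim3-KD (41.5%). Of T-like cells, cluster 6 held most in micrometastasis Ctrl (51.6%) and cluster 19 in Tim3-KD (39.1%). In adjacent tissue, clusters 11 and 6 held 48.9% and 47.8% of them in Ctrl, and cluster 6 held 64.8% in Tim3-KD. Cluster 11 had Ifng and Gzmb among its leading genes, and cluster 19 had Gzmb. Kupffer-like cells of adjacent tissue lay mostly in cluster 1 in Ctrl (71.0%) and in cluster 20 in Tim3-KD (52.8%). In micrometastasis cluster 20 held 22.3% of Kupffer-like cells in Ctrl and 1.57% in Tim3-KD. Cluster 17 stayed unnamed under thresholds set after the data had been seen, with Pf4, Thbs1, Ctsl, Cxcl1 and Alb among its leading genes. It held 0.0555% and 0% of cells in adjacent tissue, 0.118% and 1.83% in micrometastasis and 3.79% and 3.56% in macrometastasis (Ctrl and Tim3-KD).

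In macrometastasis, the Tim3-KD shares were above those of Ctrl for neutrophil precursor-like cells (5.11% and 2.44%), mature neutrophil-like cells (36.6% and 33.6%), monocyte-like cells (7.38% and 4.99%) and T-like cells (11.7% and 9.77%). They were below those of Ctrl for B-like cells (9.41% and 12.2%), dendritic cell-like cells (1.58% and 3.46%), NK or ILC1-like cells (1.31% and 3.75%) and endothelial-like cells (2.42% and 7.04%), the last being cells a CD45 sort should leave out. Kupffer-like cells were at 16.99% in Tim3-KD and 16.3% in Ctrl, with overlapping intervals.

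In adjacent tissue, no neutrophil precursor-like cell was found among the 542 of Tim3-KD (upper limit of the interval 0.678%, and 3 such cells would be 0.554%), against 18.9% in Ctrl (17.1% to 20.8%). Mature neutrophil-like cells were at 3.51% in Tim3-KD (2.12% to 5.42%) and 31.9% in Ctrl (29.7% to 34.1%). B-like cells were at 36.2% (32.1% to 40.4%) and 14.4% (12.8% to 16.1%), T-like cells at 23.1% (19.6% to 26.8%) and 10.1% (8.74% to 11.6%), and Kupffer-like cells at 19.6% (16.3% to 23.1%) and 1.72% (1.17% to 2.43%). Monocyte-like cells were at 4.24% in Tim3-KD and 15.3% in Ctrl, and endothelial-like cells at 6.46% and 0.111%.

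Between sites, the Ctrl libraries were compared with adjacent tissue Ctrl. Neutrophil precursor-like cells were lower by day 3 in micrometastasis, with a difference of -8.47 points, and lower in macrometastasis, with -16.5 points. Kupffer-like cells were higher by 3.65 points in micrometastasis and 14.6 points in macrometastasis. Monocyte-like cells were higher by 6.67 points in micrometastasis, and in macrometastasis the difference was -10.3 points. Micrometastasis and adjacent tissue shared the day, whereas macrometastasis differed in both site and day. The adjacent tissue libraries differed widely. Kupffer-like cells were at 1.72% in Ctrl and 19.6% in Tim3-KD there, and precursor-like cells at 18.9% and 0%. The lesion Ctrl libraries lay between these values for both classes. Monocyte-like cells were at 15.3% and 4.24%, with macrometastasis Ctrl between (4.99%) and micrometastasis Ctrl above both (22.0%). Apart from that last case, each direction depends on which adjacent tissue library is the baseline.

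Among lymphocytes, CD8 T-like cells were at 1.53% in Ctrl (1.21% to 1.90%) and 2.31% in Tim3-KD (1.92% to 2.76%) in micrometastasis, and at 1.36% and 1.64% in macrometastasis with overlapping intervals. Adjacent tissue had 6 and 1 such cells, and 36 and 23 CD8 T cells when called one by one. Their cluster, T/NK cluster 3, had Havcr2 among its leading genes, so Havcr2 is not compared within it. It also had the stress gene Ier3 among them. Called one by one from receptor UMIs, CD8 T cells were at 2.72% (2.29% to 3.21%) and 3.25% (2.78% to 3.77%) in micrometastasis, with overlapping intervals. The unnamed T/NK cluster 9, with Cd8a in 69.9% of its cells, went the other way there, with 34 Ctrl and 10 Tim3-KD cells. No T/NK cluster met the markers of gamma-delta T cells. T/NK cluster 10 came closest, with Blk and the stress genes Atf3 and Klf4 among its leading genes and a Trdc UMI in 53.8% of its 65 cells, and held 24 micrometastasis Ctrl and 3 micrometastasis Tim3-KD cells. Cells with at least 2 Trdc UMIs and a Cd3 UMI numbered 27 in micrometastasis Ctrl (0.529%, 0.349% to 0.768%) and 11 in Tim3-KD (0.214%, 0.107% to 0.382%). The difference was -0.315 points of all cells (-0.577 to -0.0683). Neutrophil-like cells made up 39.6% of Ctrl and 60.1% of Tim3-KD cells in micrometastasis. The Trdc difference was not computed among cells other than neutrophils, so it is open there. Cells called by Trdc in this way numbered 10 and 15 in adjacent tissue (0.555% and 2.77%) and 20 and 18 in macrometastasis (0.407% and 0.327%). Trdc (chromosome 14, 54142851 to 54148868, plus strand) also had a UMI in 40.3% of the NK or ILC1-like cells of T/NK cluster 1, so Trdc alone does not define these cells. Il17a was not analysed here.

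The neutrophil genes were compared over all neutrophil-like cells of micrometastasis, 2020 in Ctrl and 3091 in Tim3-KD. Il1b (chromosome 2, 129364570 to 129371139, minus strand) was at 2362 CPM in Ctrl and 649.5 CPM in Tim3-KD, a ratio of 0.275 (0.271 to 0.279). The ratio was 0.682 for Mmp9 (0.666 to 0.699), 0.607 for Trem1 (0.596 to 0.618), 0.471 for Nos2 (0.417 to 0.531) and 0.574 for Prok2 (0.555 to 0.595). Precursor-like cells alone moved Il1b most, from -1.86 to -0.53 on the log2 scale. In mature neutrophil-like cells alone the ratio was 0.379 for Il1b, 0.790 for Trem1, 0.674 for Nos2 and 0.786 for Prok2, and 0.968 for Mmp9 (0.940 to 0.998). Elane (chromosome 10, 79886247 to 79888215, plus strand) was at 2159 CPM in Ctrl and 3282 in Tim3-KD (ratio 1.52, 1.51 to 1.53), and Mpo had a ratio of 1.52 (1.496 to 1.54). Both led cluster 13, 1 of the 3 precursor-like clusters, and within precursor-like cells alone the ratio was 1.22 for each. Prok2 led cluster 5. Camp was not analysed here in micrometastasis. The trimmed mean over the genes of the matrix lay at -0.18 on the log2 scale in these cells, so relative to these genes the lower ratios are less low and the higher ones higher, and no direction changed under that scaling.

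The same genes differed over whole libraries. Il1b was at 1610 CPM in micrometastasis Ctrl and 558.0 in Tim3-KD (ratio 0.347, 0.343 to 0.351), and Mmp9 was at 208.2 and 200.2 CPM (ratio 0.962, 0.939 to 0.985). The trimmed mean over the genes of the matrix lay at -0.44 on the log2 scale in micrometastasis, below the Mmp9 value of -0.057. Relative to it Mmp9 was higher in Tim3-KD. Elane was higher in Tim3-KD in micrometastasis (ratio 2.19, 2.17 to 2.21) and macrometastasis (3.14, 3.09 to 3.19). In adjacent tissue Tim3-KD it had 0 UMIs against 21923 in Ctrl. The upper limit of the ratio was 7.27e-04, and at the floor of 3 UMIs Elane was 1691-fold lower. Mpo had 1 UMI against 19732 there, a ratio of 2.19e-04 (5.54e-06 to 0.00122), and ratios of 2.04 in micrometastasis and 3.22 in macrometastasis. Prok2 had 0 UMIs against 2709 in adjacent tissue, with an upper limit of the ratio of 0.00589 (209-fold lower at the floor of 3 UMIs). Its ratio was 0.808 (0.781 to 0.836) in micrometastasis and 2.17 (2.03 to 2.31) in macrometastasis. On the log2 scale its micrometastasis value of -0.31 also lay above the trimmed mean there.

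**Figure D2:**
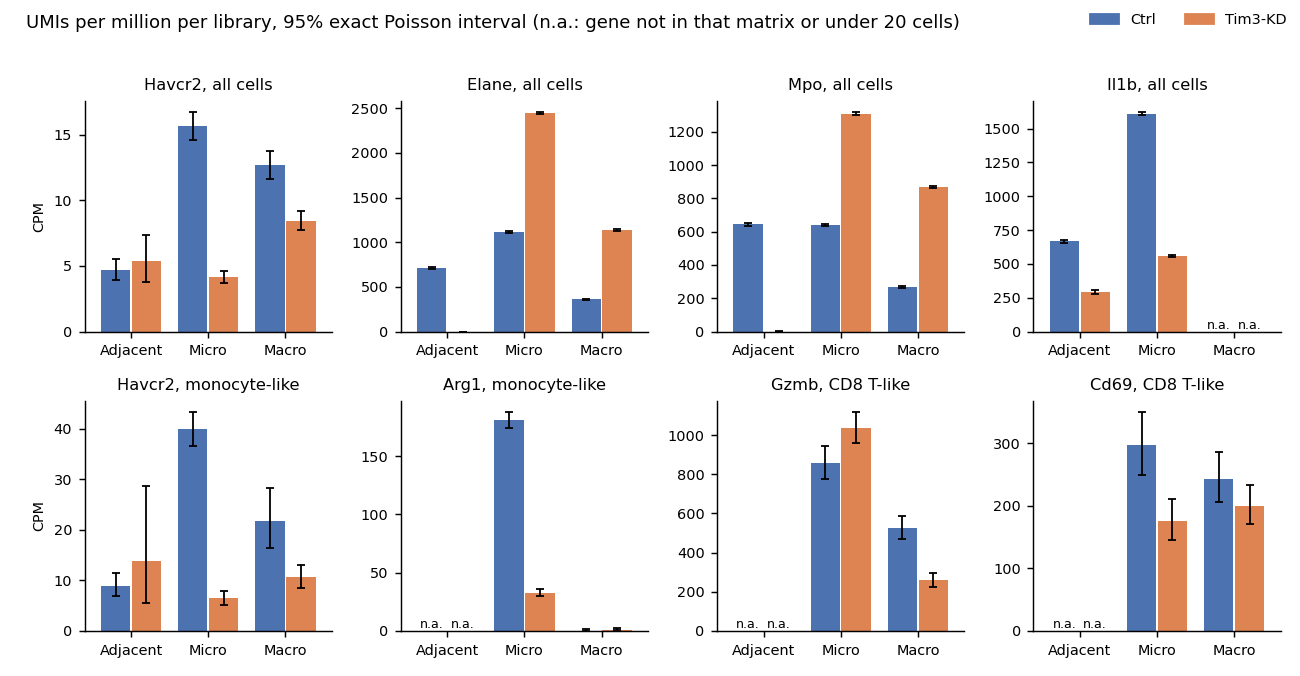
Bars give CPM of each gene in all cells or in 1 class, by site (x axis) and tumour line (colour), with 95% exact Poisson intervals that cover counting error only. In micrometastasis, Havcr2 and Arg1 of monocyte-like cells were lower in Tim3-KD than in Ctrl (6.43 and 39.96 CPM, 32.7 and 181 CPM), but Arg1 was not lower within any monocyte-like cluster with over 20 cells in both libraries.

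In monocyte-like cells of micrometastasis, 1122 in Ctrl and 874 in Tim3-KD, Havcr2 was at 39.96 CPM in Ctrl and 6.43 CPM in Tim3-KD (ratio 0.161, 0.128 to 0.201). The ratio stayed under 1 within clusters 4 (0.585, 0.437 to 0.775), 10 (0.238, 0.0856 to 0.652) and 14 (0.569, 0.328 to 0.925). In macrometastasis the ratio was 0.486 (0.343 to 0.693), but the mix of clusters differed. Cluster 10, of low Havcr2, held 3.67% of the class in Ctrl and 31.3% in Tim3-KD. Cluster 24, where Havcr2 was at 63.8 CPM in Ctrl, held 19.6% and 1.48%. The ratio left its direction open within cluster 4 (0.823, 0.479 to 1.43) and was above 1 within cluster 14 (2.33, 1.12 to 5.45). In adjacent tissue 7 UMIs in 23 Tim3-KD cells stood against 66 UMIs in 276 Ctrl cells, a ratio of 1.55 (0.602 to 3.39) that leaves the direction open. Arg1 (chromosome 10, 24915221 to 24927484, minus strand) was at 181 CPM in Ctrl and 32.7 CPM in Tim3-KD over monocyte-like cells of micrometastasis (ratio 0.180, 0.163 to 0.199). This order did not hold within the clusters. Arg1 was higher in Tim3-KD in clusters 4 (ratio 2.31, 1.62 to 3.30), 10 (4.76, 1.23 to 40.8) and 14 (1.69, 1.505 to 1.88). Cluster 14, with 7 monocyte markers detected but none among its 10 leading genes, held 94.5% of the Arg1 UMIs of the Ctrl library, and the unnamed cluster 17 held 72.8% of those of Tim3-KD. Counting cluster 17 as monocyte-like moved the Arg1 difference most, from -2.47 to -0.50 on the log2 scale. Over the whole library Arg1 was at 45.8 CPM in Ctrl and 25.8 CPM in Tim3-KD (ratio 0.563, 0.531 to 0.597). Over the whole libraries of macrometastasis it went the other way, at 3.77 and 5.14 CPM (ratio 1.36, 1.12 to 1.65). In Kupffer-like cells of micrometastasis, Havcr2 had 19 UMIs in Ctrl and 6 in Tim3-KD (ratio 0.341, 0.111 to 0.888), and Arg1 had 3 and 4. The trimmed mean over the genes of the matrix lay at -0.24 in monocyte-like cells of micrometastasis, 0.12 in adjacent tissue and -0.52 in macrometastasis on the log2 scale. Relative to it the macrometastasis difference of Havcr2 was -0.53.

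In CD8 T-like cells of micrometastasis, 78 in Ctrl and 119 in Tim3-KD, Gzmb (chromosome 14, 56258838 to 56262260, minus strand) was at 857.5 CPM in Ctrl and 1039 CPM in Tim3-KD (ratio 1.21, 1.07 to 1.38). In macrometastasis, with 67 and 90 cells, it was at 527.7 and 260.1 CPM (ratio 0.493, 0.412 to 0.588). Calling CD8 T cells one by one moved the macrometastasis difference most, from -1.02 to -0.32 on the log2 scale. Cd69 (chromosome 6, 129267325 to 129275436, minus strand) was at 297 CPM in Ctrl and 176 CPM in Tim3-KD in micrometastasis (ratio 0.594, 0.459 to 0.768). Its ratio in macrometastasis was 0.822 (0.653 to 1.03), which leaves its direction open. Prf1 had ratios of 1.49 (1.23 to 1.81) in micrometastasis and 1.97 (1.56 to 2.51) in macrometastasis, and Ifng of 1.06 (0.885 to 1.26) and 0.779 (0.673 to 0.901). In CD8 T cells called one by one, Ifng had ratios of 0.951 (0.817 to 1.11) and 1.70 (1.46 to 1.97), so its direction in macrometastasis depended on the choice of cells. The trimmed mean over the genes of the matrix lay at -0.11 on the log2 scale in these cells in micrometastasis. Over whole libraries of micrometastasis, the ratio was 0.482 for Gzmb (0.454 to 0.512), 0.359 for Prf1 (0.325 to 0.395), 0.463 for Ccl4 (0.455 to 0.471), 0.695 for Cd274 (0.642 to 0.752) and 1.14 for Il10 (0.928 to 1.40). Over whole libraries of macrometastasis it was 0.560 for Gzmb (0.529 to 0.593) and 0.463 for Prf1 (0.426 to 0.503), so Prf1 at both sites and Gzmb in micrometastasis went the other way than in CD8 T-like cells. In adjacent tissue the whole-library ratios were above 1, at 1.93 for Gzmb (1.74 to 2.13), 2.51 for Prf1 (2.06 to 3.06) and 1.62 for Ccl4 (1.56 to 1.68).

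Shares of cells with a UMI were compared after thinning to 1500 UMIs per cell, which left out 0 cells of either library of micrometastasis. The intervals of the differences include 0 for Gzmb and Cd69. Gzmb had a UMI in 48.7% of Ctrl and 57.1% of Tim3-KD CD8 T-like cells, and without thinning in 64.1% and 68.1%. In B-like cells, which should lack it, the thinned share was 0.154% in Ctrl and 0% of 71 cells in Tim3-KD (upper limit of the interval 5.06%). The median depths were 4768 and 4260 UMIs in CD8 T-like cells and 3484 and 4233 UMIs in B-like cells. Cd69 had a UMI in 33.3% and 27.7% of CD8 T-like cells (57.7% and 53.8% without thinning). B-like cells had it in 34.98% and 32.4%, so the background of Cd69 was read in Kupffer-like cells, at 0.730% and 0% with median depths of 8691.5 and 8687 UMIs. Havcr2 had a UMI in 6.60% of Ctrl and 1.49% of Tim3-KD monocyte-like cells (29.1% and 8.47% without thinning), and Arg1 in 7.13% and 2.17% (12.2% and 3.43% without thinning). The median depths of monocyte-like cells were 10573 and 11124 UMIs. The thinned share in B-like cells was 0% for both genes in both libraries. Leaving out the thinning moved the Havcr2 difference most, from -5.11 to -20.6 points.

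The genes of largest difference by size were taken in micrometastasis from 5 classes, 30 in all. One of them, Cd36 in monocyte-like cells, led a cluster of its class and is not compared. The ratio of highest size in each class was 3.00 for Adora2b in mature neutrophil-like cells (2.21 to 4.13), 3.95 for C1qb in precursor-like cells (2.39 to 6.94), 12.7 for Saa3 in Kupffer-like cells (8.30 to 20.4) and 6.14 for Ctsl in T-like cells (3.98 to 9.85). In monocyte-like cells it was 64.9 for Gzma (32.7 to 151), where 548 UMIs came from 10 Tim3-KD cells. The lowest was B3gnt2 in mature neutrophil-like (0.0277, 0.00742 to 0.0728), precursor-like (0.0152, 0.00965 to 0.0228) and monocyte-like cells (0.0412, 0.0149 to 0.0920), Mmp12 in Kupffer-like cells (0.0906, 0.0457 to 0.163) and Ltb in T-like cells (0.145, 0.121 to 0.171). Trim5 was among the 3 lowest in both neutrophil classes (0.144 and 0.137) and H2ac20 in precursor-like cells (0.141). Reads shared with related genes were not tested for these 3 genes, so they are uncertain. C1qb in neutrophil precursor-like cells and Ctsl in T-like cells are genes of other classes. Saa3, in Kupffer-like cells, also led the mature neutrophil-like cluster 9. C1qb had 168 UMIs in 62 cells, Ctsl 127 UMIs in 19 cells and Saa3 271 UMIs in 26 cells of Tim3-KD, so RNA of other cells is open for all 3. The median log2 ratio over the genes of a class was -0.12 in mature neutrophil-like, -0.25 in monocyte-like and 0.14 in Kupffer-like cells.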

Values the study reported

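The study reported 27 clusters of immune populations from Leiden clustering of these cells. Its methods give a target recovery of 5000 cells per sample.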

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

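Each result here is a difference between Tim3-KD and Ctrl that went one way at one site and the other way at another, with 1 library per group, and the differences between sites were not tested. The list is not complete. Over whole libraries, other genes such as Gzmb, Prf1, Ccl4 and Arg1 also differed in direction between sites and were not followed up. The tests of the share of low-UMI cells among cells other than neutrophils and of Prok2 by cluster in the lesions were written before their result was seen, and the other tests in this part were chosen after it. Tumour line, mice and library were the same split in every comparison, so a library effect stays open throughout, as does an untested biological effect of the knockdown, the site or the day.

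The Tim3-KD minus Ctrl difference of mature neutrophil-like cells was -28.4 points in adjacent tissue, 3.28 points in micrometastasis and 3.02 points in macrometastasis. For neutrophil precursor-like cells the differences were -18.9, 17.3 and 2.66 points, and for progenitor-like cells -2.88, 0.843 and 1.56 points. For B-like cells they were 21.8, -11.3 and -2.80 points, for endothelial-like cells 6.35, -0.789 and -4.63 points, and for plasmacytoid dendritic cell-like cells 2.36, -0.827 and -0.757 points. Monocyte-like cells differed by -11.1 and -4.98 points in adjacent tissue and micrometastasis and by 2.39 points in macrometastasis.

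In adjacent tissue, fewer neutrophils in the 542 cells of Tim3-KD raise every other share. Among cells other than neutrophils, the Tim3-KD over Ctrl ratio was 0.141 for monocyte-like cells (0.0881 to 0.216), 5.80 for Kupffer-like cells (3.85 to 8.96) and 29.7 for endothelial-like cells (7.63 to 255), so few neutrophils alone do not account for these. For B-like cells the ratio was 1.28 (1.06 to 1.55), so by counting error few neutrophils alone leave part of their higher share unexplained. That share also depends on the lower monocyte-like share, so no cause is given for the rest. For plasmacytoid dendritic cell-like cells the ratio was 2.06 (0.955 to 4.51), so there few neutrophils cannot be told apart from other causes. The intervals include 1 for T-like (1.16, 0.920 to 1.47), NK or ILC1-like (0.727, 0.337 to 1.48) and dendritic cell-like cells (0.611, 0.251 to 1.35). A loss of cells of low UMI number could not explain the absence of neutrophil precursor-like cells, since 99.1% of those in Ctrl lay above 5005 UMIs, the median of Ctrl mature neutrophil-like cells. Nor does such a loss alone account for the few mature neutrophil-like cells. Per cell other than neutrophils, their number in Tim3-KD over that in Ctrl was 0.0509 (0.0241 to 0.0949) among cells at or above 5005 UMIs and 0.128 (0.0580 to 0.247) among cells below. Among cells other than neutrophils, the share below 5005 UMIs was lower in Tim3-KD by a difference of -12.4 points, but no loss common to all classes was seen. The share was 44.4% in Ctrl and 2.04% in Tim3-KD for B-like, 17.6% and 4.00% for T-like and 9.19% and 18.3% for all other cells, and cells under 3000 UMIs were 2.77% of all cells in Ctrl and 3.32% in Tim3-KD. A piece of tissue with less blood or with another mix of cells, or a wrong label, may also give such shares and was not tested.

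In macrometastasis, a difference in depth was tested as the cause of the reversed monocyte-like share. With cells under 3000 UMIs left out, the difference was 2.69 points, so low-depth cells do not account for it. The opposite directions in micrometastasis and macrometastasis may follow from the neutrophil share, since among cells other than neutrophils the differences were 6.26 (3.50 to 9.02) and 4.87 points (3.36 to 6.38).

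Over whole libraries, the log2 ratio of Elane was -10.72 in adjacent tissue (from 0 UMIs, at the floor of 3 UMIs), 1.13 in micrometastasis and 1.65 in macrometastasis. The log2 ratio of Mpo was -12.16, 1.03 and 1.69, and that of Prok2 -7.71 (at that floor), -0.31 and 1.11. The trimmed mean over the genes of the matrix lay at -0.44 in micrometastasis and -0.27 in macrometastasis. Relative to it Prok2 was higher in Tim3-KD at both of these sites, so its opposite directions there depend on the scaling. In adjacent tissue the Elane and Mpo values may follow from the missing cells. The 10 clusters without a Tim3-KD cell there held 99.1% of the Elane UMIs, 99.2% of the Mpo UMIs and 64.0% of the Prok2 UMIs of Ctrl. For Prok2 the missing cells cannot be told apart from a lower level in the cells that remain. In cluster 0, 160 of 511 Ctrl cells had a Prok2 UMI (31.3%, 27.3% to 35.5%), against 0 of 19 Tim3-KD cells (upper limit 17.6%), with median depths of 4686 and 5728 UMIs. In 5 of the 6 other clusterings, the intervals of these shares overlapped.

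In neutrophil-like cells, the log2 ratio of Prok2 was -0.80 in micrometastasis and 0.98 in macrometastasis. A different mix of clusters was tested within cluster 5, which Prok2 leads. There the ratio was 0.663 in micrometastasis (0.634 to 0.694) and 4.84 in macrometastasis (3.71 to 6.43, from 90 Tim3-KD and 21 Ctrl cells), so the mix alone does not account for the opposite directions. In cluster 0 the ratios were 0.601 (0.550 to 0.656) and 2.82 (2.29 to 3.53). In the precursor-like cluster 8 both were above 1, at 1.09 (1.003 to 1.19) and 5.76 (3.46 to 10.3). In clusters 3 and 9, which held 73.6% of the mature neutrophil-like cells of macrometastasis, the ratios there were smaller, at 1.36 (1.21 to 1.53) and 1.34 (1.18 to 1.52). Prok2 in neutrophils of the lesion may differ with day or lesion size, which is a hypothesis on 1 library per group.

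In CD8 T-like cells, the log2 ratio of Gzmb was 0.28 in micrometastasis and -1.02 in macrometastasis. With CD8 T cells called one by one from receptor UMIs, it was 0.34 (0.20 to 0.49) and -0.32 (-0.49 to -0.16), so the choice of cells changed the size and not the opposite directions. The calls made one by one rest on 139 and 167 cells in micrometastasis and on 140 and 183 in macrometastasis, and the class on 78 and 119 and on 67 and 90.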

How the results depend on the processing

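No paired analysis was possible because each group had 1 library and no numbering links libraries of different groups beyond the replicate number 1. No result comes from a test, so alternatives are compared by direction and by the counting interval of the first value. The alternatives that left out cells under 3000 UMIs, cells of high doublet score or features naming several genes, counted cluster 17 as monocyte-like, kept the first classes without cells under 3000 UMIs, used the deposited score, or took 1 Trdc UMI or T/NK cluster 10 were chosen after seeing the data.

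Of 32 share differences whose interval excluded 0, 241 of 245 alternative values kept the direction. Of 15 such gene ratios, 121 of 121 values kept it, and of 2 such shares of cells with a UMI, 4 of 4. This tally leaves out many of the printed ratios. Ifng in CD8 T-like cells of macrometastasis is outside it and reversed when cells were called one by one. Ratios within single clusters were not among the alternatives. Within monocyte-like clusters 4, 10 and 14 of micrometastasis, Arg1 reversed, with ratios of 2.31, 4.76 and 1.69. Havcr2 of macrometastasis reversed within cluster 14 (2.33), and its intervals included 1 within clusters 4, 10 and 24. Over all values of the tally, with those whose direction was open, 258 of 297 share values, 86 of 142 gene values and 4 of 8 shares of cells with a UMI stayed within the interval. Resolution 2, Euclidean distance, 1 Trdc UMI and T/NK cluster 10 moved no value beyond it. Resolution 2, Euclidean distance and the other number of components were applied to shares and not to gene ratios, whose stability to them is open. The deposited score is in other units and was compared by direction only. Its values are counted among the 86 but say nothing on size. The Havcr2 ratio over all cells of adjacent tissue, whose direction was open, changed sign under 4 alternatives. Values below are Tim3-KD minus Ctrl in points for shares and log2 ratios for genes, and the cause was not tested unless one is given.

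With cells other than neutrophils as the denominator, 3 micrometastasis shares whose interval excluded 0 reversed: monocyte-like to 6.26, T-like to 3.64 and dendritic cell-like to 0.0141. The Kupffer-like share of micrometastasis, at -0.407 with overlapping intervals, also changed sign, to 3.55. The cause is the denominator, as neutrophils made up 60.1% of Tim3-KD and 39.6% of Ctrl cells. It also gave, in adjacent tissue, -26.7 for monocyte-like, -1.10 for dendritic cell-like, 8.28 for B-like, 3.38 for T-like, -0.862 for NK or ILC1-like and -5.86 for progenitor-like cells. In micrometastasis it gave -17.6 for B-like, 3.55 for Kupffer-like, 3.27 for CD8 T-like, -3.96 for NK or ILC1-like and 3.72 for progenitor-like cells. In macrometastasis it gave 4.87 for monocyte-like, 3.61 for Kupffer-like, -2.70 for dendritic cell-like, 4.81 for T-like, -3.61 for NK or ILC1-like, 2.84 for progenitor-like and -6.86 for endothelial-like cells.

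With cells under 3000 UMIs left out and clusters found anew, the mature neutrophil-like share of micrometastasis reversed to -1.55. Precursor-like cells gave -7.93 in adjacent tissue and 12.9 in micrometastasis, B-like cells -8.87 in micrometastasis, and NK or ILC1-like cells -1.76 in micrometastasis and -1.81 in macrometastasis. The gene values were -1.34 for Arg1, -2.19 for Il1b, -0.97 for Mmp9, -1.11 for Trem1, -1.48 for Nos2, -1.30 for Prok2, 0.56 for Elane and 0.57 for Mpo. In that clustering a cluster whose leading class was neutrophil precursor, with 234 adjacent tissue Ctrl, 474 micrometastasis Ctrl and 921 micrometastasis Tim3-KD cells, had 2 markers detected and stayed unnamed. With the same cells left out and the first classes kept, precursor-like cells gave -19.4 in adjacent tissue and 17.5 in micrometastasis and mature neutrophil-like cells 2.34 in micrometastasis, all within the interval, as were the neutrophil genes other than Il1b. The unnamed cluster mixed the first classes: of its micrometastasis cells, 236 in Ctrl and 444 in Tim3-KD had been mature neutrophil-like and 238 and 477 precursor-like. Counting it as precursor-like gives 21.4 points in micrometastasis and leaves the mature share at -1.55, so the name alone does not explain the share shifts. With it counted among neutrophils, the genes gave -1.83 for Il1b and -0.56 for Mmp9, so these shifts come with its absence. Arg1 gave -2.47 with the first classes kept, so its shift comes with the new clusters. Beyond the interval were then -8.85 for B-like, -2.59 for T-like and -1.58 for NK or ILC1-like cells of micrometastasis, -1.63 for NK or ILC1-like cells of macrometastasis and -1.83 for Il1b.

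With cells of a doublet score over 0.15 left out, dendritic cell-like cells gave -1.18 in adjacent tissue, and micrometastasis gave 0.908 for mature neutrophil-like, -3.11 for monocyte-like and 1.82 for progenitor-like cells. Genes gave -0.63 for Arg1, -0.75 for Gzmb in macrometastasis, -1.19 for Havcr2 over all cells of adjacent tissue, -1.94 for Il1b, 0.67 for Elane and 0.63 for Mpo. With features naming several genes left out of the clustering, Il1b gave -1.84 and Mpo 0.53. With 20 components, the monocyte-like share of micrometastasis gave -3.36 and the mature neutrophil-like share of macrometastasis 4.97, where a cluster of 434 Ctrl and 382 Tim3-KD macrometastasis cells whose leading class was mature neutrophil stayed unnamed. In this clustering and in that by doublet score, the cluster led by Pf4 held 1 and 0 micrometastasis Tim3-KD cells, against 94 in cluster 17. With cluster 17 counted as monocyte-like, Arg1 gave -0.50 and the monocyte-like share of micrometastasis -3.27, by the cells it adds. With cells called one by one, CD8 T cells gave 2.25 in adjacent tissue and Gzmb in macrometastasis -0.32.

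For mature neutrophil-like cells alone, Il1b gave -1.40, Mmp9 -0.046, Trem1 -0.34, Nos2 -0.57, Prok2 -0.35, Elane 0.22 and Mpo 0.47. For precursor-like cells alone, Il1b gave -0.53, Trem1 -0.21, Nos2 -0.21, Prok2 -0.30, Elane 0.29 and Mpo 0.28. As the mean over cells of UMIs per 10000, Il1b gave -1.80, Mmp9 -0.35, Trem1 -0.61, Nos2 -0.84, Prok2 -0.44, Elane 1.45, Mpo 1.42 and Arg1 -1.89. On that scale Havcr2 gave -1.87 in monocyte-like cells of micrometastasis, and -0.60, -0.94 and -0.070 over all cells of adjacent tissue, micrometastasis and macrometastasis. Under the trimmed mean of M-values, Il1b gave -1.68, Mmp9 -0.37, Trem1 -0.54, Nos2 -0.90, Prok2 -0.62, Elane 0.79, Mpo 0.78 and Arg1 -2.23. Havcr2 gave -0.53 in monocyte-like cells of macrometastasis, and -0.40, -1.48 and -0.32 over all cells of the 3 sites in the same order.

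The difference in the share of monocyte-like cells with a UMI was -10.4 points for Havcr2 and -7.12 for Arg1 when thinned to 3000 UMIs, and -20.6 and -8.78 without thinning, as more UMIs are kept. Of the 30 genes named by size, 22 stayed named at a minimum of 50 UMIs, 14 at 300 UMIs and 20 among the genes shared by the 3 matrices.

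The looser and the stricter cell filter, no doublet removal, a library size without mitochondrial, ribosomal protein, haemoglobin and S100a8 and S100a9 genes, and the alternatives for Il17a were not run. Depth limits the shares of cells with a UMI, which were compared at 1500 UMIs per cell. The number of cells limits the rarest classes: adjacent tissue had 6 and 1 CD8 T-like cells, under the 20 needed for a gene ratio. Calls made one by one gave 36 and 23 there, and T/NK cluster 9, with Cd8a in 69.9% of its cells, stayed unnamed.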

Other observations

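The tests of chance for features that name several genes, and of the mix of monocyte-like clusters for Havcr2 and Arg1 in micrometastasis, were written before their result was seen, and the other tests in this part were chosen after it.

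In micrometastasis, Havcr2 and Arg1 were both lower in monocyte-like cells of Tim3-KD, but in different ways. A different mix of clusters alone does not account for Havcr2, whose ratio was 0.585 within cluster 4 (0.437 to 0.775). For Arg1 such a mix may account for the lower level, since the ratio was 1.69 within cluster 14 (1.505 to 1.88), where 94.5% of the Arg1 UMIs of Ctrl lay. The unnamed cluster 17 may add to it, as it held 72.8% of the Arg1 UMIs of Tim3-KD and lay outside the class. In macrometastasis a different mix may account for the lower Havcr2. The ratio was 2.33 within cluster 14 (1.12 to 5.45), and within cluster 4 it left its direction open (0.823, 0.479 to 1.43). At the Ctrl level of each cluster, 78.9 UMIs would be found in Tim3-KD, against 85, though cluster 10 had 9 cells in Ctrl. Whether fewer cluster 14 cells in micrometastasis Tim3-KD (47 against 407) stem from the knockdown or from the piece of tissue was not tested.

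Few B-like cells were found in micrometastasis Tim3-KD. B cells hidden in other clusters were tested by calling cells one by one, which gave 3.83% in Tim3-KD (3.32% to 4.39%) and 14.2% in Ctrl. Of the called cells, 128 of 197 in Tim3-KD and 89 of 726 in Ctrl lay outside the B-like class. Hidden cells thus do not account for the difference, and free B-cell RNA in other cells was not tested.

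One T/NK cluster, number 5, carried B and T receptor genes. Outside micrometastasis Tim3-KD, 32.3% of its cells had a doublet score over 0.15 (24.3% to 41.2%), against 0.805% of other T-like cells, so these may be doublets of T and B cells that passed the authors' removal. In micrometastasis Tim3-KD it had 20 cells, 0% of them over that score, against 12 in Ctrl. Per product of T-like and B-like cells this was 18.3 times the number in Ctrl (8.54 to 41.2), but only 3.23 times the number in macrometastasis Tim3-KD, and the other 5 libraries differed 28.0-fold among themselves. Doublets of T and B cells cannot be told apart from other causes there.

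Mature neutrophil-like cells of macrometastasis lay to 73.6% in clusters 3 and 9, which held almost no cell of other sites. Features that name several genes alone do not account for this. Without them, 64.7% still lay in clusters over 95% from macrometastasis. Day, lesion and library cannot be separated here, and no biological explanation was tested.

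Features that name several near-identical genes were often present in 1 library of a site and near absent from the other. Of such features with at least 300 UMIs, 59 of 193 (30.6%) were over 100-fold lower in 1 library, against 24 of 8436 single-gene features (0.284%), so chance of few UMIs does not account for it. Nor does a difference in cell types, since in 98.6% of 215 pairs of a feature and a class the feature stayed over 20-fold lower in the same library. Reads assigned to sets of genes in another way in each library cannot be told apart from other causes. The sum over all features that share a gene still had a median log2 ratio of 6.87 in size, down from 11.05 for the feature alone, and the sum was smaller for 29 of 37 features. If libraries differed in this step, single genes with close relatives, such as Trim5 or B3gnt2, may be affected too.

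The numbers of cells in adjacent tissue, 1803 in Ctrl and 542 in Tim3-KD, were over 1.5 times below the recovery the study targeted.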
